A study of Rattus norvegicus with 17 samples.

How the data were processed

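RNA of single nuclei was measured in the prefrontal cortex of rats. The labels describe 17 libraries in 4 groups: wild type without stress (4 libraries), wild type after a forced swim (4), knockdown of Srd5a2 without stress (5) and knockdown of Srd5a2 after a forced swim (4). Srd5a2 encodes 5α-reductase type 2, an enzyme of neurosteroid synthesis, and its symbol is spelled with 2 letters exchanged in the sample titles. The forced swim is an acute stressor in which a rat is kept in a cylinder of water, here for 10 min at 25 °C. The labels do not state for single libraries how long after the swim the tissue was taken, nor which libraries shared a sequencing lane.

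The values were deposited by the authors as a table of raw UMI counts, where a UMI is a molecular identifier that marks a single captured transcript. It holds 19298 genes and 146069 nuclei. Per the labels' protocols, tissue was flash frozen, nuclei were extracted by homogenisation, and libraries followed the droplet chemistry of 10x Genomics that reads the 3′ end of transcripts. The aligner, the genome build, the annotation and any removal of free RNA or doublets are not stated. Every nucleus in the table has at least 750 detected genes and 0 genes carry a mitochondrial prefix, which a filter before deposit would leave, though no step of this kind is stated. Genes are named by symbol and no coordinates were used.

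The column names give each nucleus a library name from 4 sets, g1 to g4, which the labels do not use. Only the knockdown group without stress has titles that reach replicate 5, and only set g3 has 5 libraries, so g3 was taken as that group and the number after the point as the replicate number. This match is an inference from the names. Because the level of the targeted gene did not bear it out, these 5 are called the libraries labelled knockdown control. The other 12 libraries (4 each in g1, g2 and g4) could not be assigned to wild type, wild type with stress or knockdown with stress, and order and values were not used for that. The comparisons fixed before the data were examined, which are stress in each genotype, knockdown with and without stress and their interaction, were therefore not run. The 12 libraries entered no comparison between groups and no p-value was computed from them. They are given as single values or as range and median. Single ones outside the range of the 5 libraries were set beside that range, and technical explanations for them were checked.

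In their place, classes of nuclei were compared within the 5 libraries labelled knockdown control. These comparisons were chosen after the column names, and the levels per class of the genes concerned, had been seen. They do not bear on the effect of the knockdown or of the stress.

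Doublets were scored per library by simulating pairs of nuclei and counting simulated neighbours, as Scrublet does, with 1500 variable genes, 20 principal components, 2 simulated doublets per nucleus and an assumed rate of 6%. The automatic threshold marked under 0.5% of nuclei in 14 of the libraries, so a fixed score of 0.25, chosen after these shares had been seen, was used, which left out 2410 nuclei (1.65%). The fixed limits of 500 genes and 5% mitochondrial UMIs removed no nucleus. The remaining 143659 nuclei were clustered on 2000 variable genes, 30 principal components and 15 nearest neighbours with the Leiden method at resolution 1. The genes of the reported lists and the Srd5a genes, 245 in all, were kept out of the clustering. It gave 33 clusters.

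Clusters were named from marker lists fixed before the data were examined, and each name is short for nuclei that are like that class by those markers (excitatory-like, astrocyte-like and so on). A name needed at least 3 markers at 2 times the median cluster (with 5 CPM added). For classes other than neurons, 2 markers among the 20 leading genes were needed too. A cluster that also reached 50% of the markers of an unrelated class stayed unnamed. So did a cluster whose leading genes held more markers of an unrelated class than of its own. These thresholds were set after the data had been seen. They named 134251 nuclei in 8 classes: excitatory, inhibitory, astrocyte, oligodendrocyte, oligodendrocyte precursor (OPC), committed OPC, microglia and vascular (endothelial, mural and fibroblast markers together). They left 9408 nuclei (6.55%) unnamed, which is 3.67% to 8.23% of each library labelled knockdown control and 3.09% to 17.4% of the others. The vascular class joined cluster 7, which is fibroblast-like, and cluster 17, which is endothelial-like. Cluster 26, which carried mural markers, stayed unnamed. In each library labelled knockdown control cluster 7 was the larger, at 3.08% to 14.3% of nuclei against 1.76% to 2.55%. Values for vascular nuclei therefore describe mostly fibroblast-like nuclei.

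UMIs were summed per library and class, where the smallest sum tested came from 118 nuclei. Sums of excitatory nuclei were compared with sums of another class by edgeR's quasi-likelihood test (robust), with TMM scaling, edgeR's filter on low counts, the library as a block and Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05. Both sums of a pair come from the same library, and their deviations from the class means correlated at 0.665 to 0.759 over 8274 genes in the 5 pairs, so the block was part of the fit. Gene lists were tested by limma's camera with its preset correlation, adjusted over the 6 lists. Every pair of libraries labelled knockdown control differed by far more than counting error, with a chi-square per degree of freedom of 25.6 to 56.1, so none was counted as a duplicate. Levels are given as CPM, the field's usual scaling of a UMI count by the total of the class. Intervals are exact 95% Poisson or binomial intervals and cover counting error only.

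The gene lists were fixed before the data were examined: immediate early genes (24 of 26 listed genes were in the table, without Junb and Dusp1), glucocorticoid response genes (17 of 18, without Rhob), cytosolic ribosomal protein genes (71), nuclear oxidative phosphorylation genes (97), heat shock and chaperone genes (18) and GABA-A receptor genes (15). The rule for named genes, fixed at the same time, was Srd5a2, Srd5a1, Srd5a3, 4 sex check genes, members of these lists and up to 5 genes per comparison between groups. Some members of the GABA-A list are not reported singly here. The sex check genes were not analysed here, and the last part was not used because those comparisons were not run.

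The test was first run on simulated counts for excitatory minus inhibitory sums of the same libraries. Of 200 genes changed by 1 on the log2 scale, 197 (98.5%) were recovered among 13631 genes, with 11 false calls. The changed genes were drawn from genes above a minimum count, at a simulated coefficient of variation of 0.1. The real comparison called 8363 of 13622 genes. The simulation therefore does not cover a comparison in which most genes differ, nor genes of low count such as the Srd5a genes. Other settings tried were DESeq2, other scalings and filters, other treatments of doublets, assignment of each nucleus by marker score, equal numbers of nuclei, nuclei matched in depth (for the Srd5a genes also without the filter on low counts), leaving out cluster 10 (an excitatory cluster with Drd2 among its leading genes), a fit without the block and each replicate left out. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.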

Results

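The data comprised 772120507 UMIs from 146069 nuclei of rat prefrontal cortex in 17 libraries. The 5 libraries taken as the knockdown group without stress (labelled knockdown control) held 24920319 to 60309455 UMIs each. They had 8971 ± 825 nuclei (SD, n = 5), a median of 3380 ± 817 UMIs per nucleus and a median of 1916 ± 329 genes per nucleus. The 12 libraries whose condition could not be assigned held 27560553 to 67001515 UMIs and 6661 to 10126 nuclei each, with medians of 2394 to 4799 UMIs per nucleus.

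The study asks whether 5α-reductase 2 in the prefrontal cortex takes part in the response to acute stress. That question needs all 4 groups, and only the libraries labelled knockdown control could be assigned, so neither the knockdown nor the stress effect was tested. The values that follow describe this group.

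Srd5a2, the targeted gene, was near the detection limit in all libraries. In the libraries labelled knockdown control, replicates 1 to 5, its level over all nuclei was 0.478, 0.326, 0.370, 0.373 and 0.197 CPM, with a mean of 0.349 ± 0.102 CPM (SD, n = 5). These levels rest on 20, 8, 20, 22 and 11 UMIs. Leaving out replicate 5 moved the mean most, to 0.387 CPM. The 12 unassigned libraries had 0.129 to 0.564 CPM, with a median of 0.335. By the labels 8 of these 12 are wild type, while 2 of the 12 lay above the highest of the 5, 2 below the lowest and 8 between. The targeted gene was therefore not seen to be lower in the 5 libraries, and at 8 to 22 UMIs each it did not bear out the name knockdown, which is why they are called labelled. Between 0.0942% and 0.224% of nuclei per library labelled knockdown control had a Srd5a2 UMI, and 0 of 1909 microglia had one, at a median depth of 1554 UMIs against 7122 in excitatory nuclei.

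Excitatory and inhibitory nuclei of the libraries labelled knockdown control together held 74 Srd5a2 UMIs, or 0.410 CPM (95% Poisson interval 0.322 to 0.515). The other named classes together held 6 UMIs, or 0.129 CPM (0.0473 to 0.281). Per library, the levels were 0.426 ± 0.142 and 0.116 ± 0.0776 CPM (SD, n = 5), and neurons were higher in 5 of 5 libraries. An exact two-sided sign permutation test over the 5 libraries gave p = 0.0625, the smallest value that 5 pairs allow, so this test could not pass 0.05. OPC, committed OPC, microglia and vascular nuclei held 0 Srd5a2 UMIs. In no class did Srd5a2 have enough counts to pass edgeR's filter. In a fit with no filter on low counts it was called lower than in excitatory nuclei in astrocytes (log2 difference −1.49, SE 0.62, edgeR adjusted p = 0.0427, lower in 4 of 5 libraries). It was also called lower in vascular nuclei (edgeR adjusted p = 0.0190), where no fold is given against 0 UMIs, and not in the other 4 classes (edgeR adjusted p of 0.0538 to 0.362). When nuclei were also matched in depth, in equal numbers per library and bin of 250 UMIs (chosen after the other results had been seen), astrocytes held 3 UMIs against 4 in excitatory nuclei and vascular nuclei 0 against 2. Neither was then called (edgeR adjusted p = 0.845 and 0.402), so a difference was not detectable at equal depth.

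Excitatory nuclei made up 38.8 ± 4.2% of the nuclei used in the libraries labelled knockdown control, and inhibitory nuclei 10.6 ± 1.1% (SD, n = 5). Astrocytes made up 20.4 ± 6.29%, vascular nuclei 8.99 ± 4.72%, oligodendrocytes 5.55 ± 2.37%, OPC 4.80 ± 0.517%, microglia 4.24 ± 1.70% and committed OPC 0.753 ± 0.225%, and 5.84 ± 1.83% stayed unnamed. The vascular share ran from 5.42% to 16.9% between the 5 libraries, and that of its fibroblast-like cluster 7 from 3.08% to 14.3%. Assigning each nucleus by its marker score moved these shares most, with 26.1% excitatory nuclei among those scored into a class named here. In the 12 unassigned libraries the excitatory share ran from 28.2% to 62.1% (median 46.9%) and the astrocyte share from 0.672% to 33.5% (median 16.1%).

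**Figure D1:**
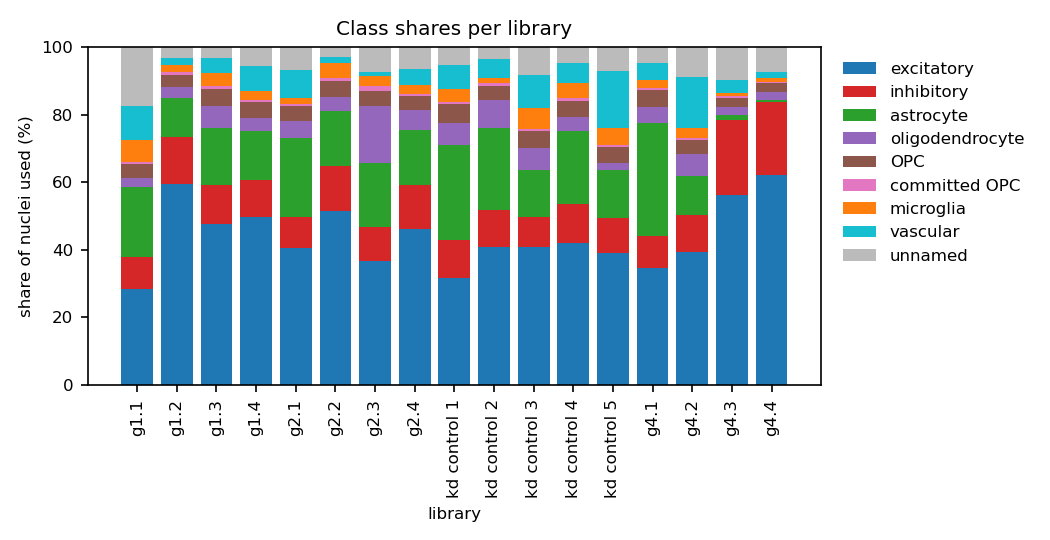
Share of nuclei used (vertical axis, percent) in each of 8 named classes and among unnamed nuclei, stacked per library (horizontal axis), for the 5 libraries labelled knockdown control and the 12 libraries without an assigned condition. Excitatory shares of the libraries labelled knockdown control lie between 31.5% and 41.9%, and 1.60% and 0.672% of the nuclei of libraries g4.3 and g4.4 are named astrocyte, which leaves out the 5.25% and 4.45% in their unnamed cluster 25 that carries astrocyte markers.

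The 2 related reductase genes were compared between each class and excitatory nuclei within the libraries labelled knockdown control, a comparison chosen after the levels had been seen. Srd5a1 was highest in oligodendrocytes, at 20.9 ± 10.2 CPM against 3.83 ± 0.946 CPM in excitatory nuclei (SD, n = 5). The log2 difference was 1.95 (SE 0.29, edgeR adjusted p = 2.99e-06), with oligodendrocytes higher in 5 of 5 libraries. Excitatory nuclei are deeper, at a median of 7122 UMIs against 1675. With nuclei of both classes matched in the same way (1485 of each), oligodendrocytes held 70 Srd5a1 UMIs against 9 and were higher in 5 of 5 libraries. The log2 difference was then 2.93 (SE 0.46, edgeR adjusted p = 1.62e-09), in a fit without the filter on low counts, which had removed the gene. Among the other classes tested, Srd5a1 was called lower in inhibitory nuclei (log2 difference −0.56, edgeR adjusted p = 0.0227, lower in 4 of 5 libraries) and in vascular nuclei (−0.98, edgeR adjusted p = 0.0111). The vascular call is uncertain, because the CPM was higher than in excitatory nuclei in 3 of 5 libraries and scaling by library totals alone gave −0.33 (edgeR adjusted p = 0.347), and it was lost at matched depth (−0.59, 0.475). The inhibitory call was lost when any of replicates 1 to 4 was left out, with log2 differences of −0.53, −0.54, −0.54 and −0.48, and at matched depth (−0.53, edgeR adjusted p = 0.0876). Srd5a1 was not called in astrocytes (−0.20, edgeR adjusted p = 0.414), OPC (−0.36, 0.418) or microglia (−0.85, 0.0961). With each replicate left out, the log2 difference ran from −0.35 to −0.06 in astrocytes and from −0.59 to 0.01 in OPC. In OPC the sign was lost without replicate 4.

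Srd5a3 was higher than in excitatory nuclei (3.77 ± 0.509 CPM) in oligodendrocytes (12.9 ± 3.14 CPM), OPC (11.3 ± 5.00), microglia (13.3 ± 2.11) and vascular nuclei (13.2 ± 4.70; SD, n = 5), each in 5 of 5 libraries. The log2 differences were 1.45, 1.23, 1.15 and 1.12 (edgeR adjusted p = 6.64e-06, 0.000274, 0.000598 and 0.000682). Per nucleus these classes held 0.0264, 0.0274, 0.0220 and 0.0303 Srd5a3 UMIs, fewer than the 0.0339 of the deeper excitatory nuclei. Matched in depth and with no filter on low counts, the differences were 0.88, 1.13, 0.65 and 0.90 (edgeR adjusted p = 0.0893, 0.00816, 0.445 and 0.0298), higher in 4, 5, 5 and 5 of 5 libraries. The oligodendrocyte and microglial calls were thus lost. Srd5a3 was lower in inhibitory nuclei (2.58 ± 0.729 CPM, log2 difference −0.68, edgeR adjusted p = 0.00759, lower in 4 of 5 libraries) and not called in astrocytes (0.30, 0.164). Assignment by marker score removed the OPC call (0.52, edgeR adjusted p = 0.0659) and the inhibitory call (−0.42, 0.125). With scaling by library totals alone the median log2 difference of all genes from excitatory nuclei was 0.14 to 0.66 in the 6 classes, against −0.07 to 0.06 with TMM, so differences are relative to TMM scaling, and the astrocyte difference was called under library totals (0.70, edgeR adjusted p = 0.00481).

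**Figure D2:**
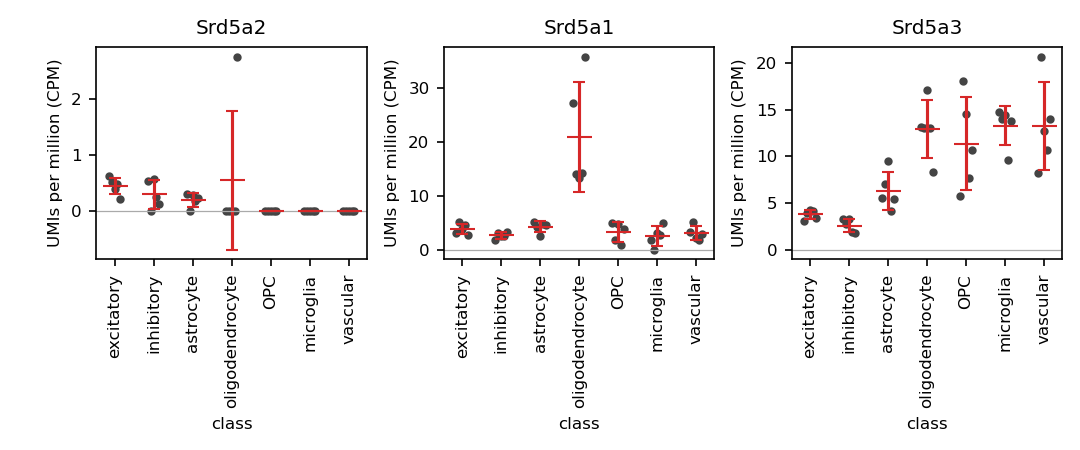
Level of Srd5a2, Srd5a1 and Srd5a3 (vertical axes, CPM) in 7 classes of nuclei (horizontal axes) in the libraries labelled knockdown control. Points are the 5 libraries and red bars the mean and SD. Srd5a1 is highest in oligodendrocytes, and the only oligodendrocyte library with Srd5a2 above 0 rests on 1 UMI.

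Excitatory and inhibitory nuclei of the libraries labelled knockdown control were compared for the 6 fixed gene lists, from 17081 and 4646 nuclei. Over all genes, 8363 of 13622 were called by edgeR. The classes also differed in depth, with medians of 7122 and 5091 UMIs per nucleus. For this reason every list is given with a second value, from equal numbers of nuclei of both classes per library and bin of 250 UMIs (4591 of each, medians of 5133 and 5143 UMIs), a setting chosen after the first result had been seen. In proportion to its calls the ribosomal list moved most among the lists, from 60 calls to 3 at matched depth and to 2 in a fit without the library as a block.

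Of the immediate early genes, 14 were called higher and 2 lower in excitatory nuclei among 21 tested (16 adjusted over the list alone). The median log2 difference was 0.92 and limma's camera gave an adjusted p of 0.000967. With nuclei matched in depth, 14 were higher and 1 lower, with a median of 1.08 (camera adjusted p = 0.00486). Bdnf was at 49.6 ± 18.8 against 5.07 ± 3.00 CPM (SD, n = 5; log2 difference 3.57, SE 0.37, edgeR adjusted p = 0.000614), and was higher in 5 of 5 libraries. Fos was not called (−0.35, edgeR adjusted p = 0.122).

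Ribosomal protein genes were lower in excitatory nuclei, with 1 called higher and 59 lower of 65 tested (60 adjusted over the list alone), a median log2 difference of −0.42 and a camera adjusted p of 1.32e-10. With nuclei matched in depth, 1 was higher and 2 lower, the median was −0.05, 0 were called over the list alone (7 had an unadjusted p under 0.05) the camera adjusted p was 0.190 and that of limma's fry 0.0356. Most of the calls of single genes were therefore absent at equal depth. Oxidative phosphorylation genes had 1 called higher and 73 lower of 88 (75 over the list alone), a median of −0.37 and a camera adjusted p of 1.67e-09. With nuclei matched in depth, 5 were higher and 25 lower (22 over the list alone), with a median of −0.10 and a camera adjusted p of 0.0153.

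Glucocorticoid response genes were called in both directions, 3 higher and 7 lower of 14 (10 over the list alone), with a median of −0.26 and a camera adjusted p of 0.689. Heat shock and chaperone genes had 3 higher and 10 lower of 17 (13 over the list alone), with a median of −0.33 and a camera adjusted p of 0.231. With nuclei matched in depth both lists had fewer called genes, 4 higher and 2 lower each. The side with more calls thus changed, so no direction is given for either. At matched depth the heat shock list had a median of −0.10 and a mean of 0.08, which differ in sign.

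GABA-A receptor genes were called in both directions as well, 6 higher and 5 lower in excitatory nuclei among 12 tested (11 over the list alone), with a median of 0.20 and a camera adjusted p of 0.231. The counts were 6 and 5 under both other scalings, and 5 and 4 with nuclei matched in depth. Among single genes, Gabra2 (log2 difference 1.52), Gabra5 (1.50), Gabrb1 (1.48), Gabra3 (0.56) and Gabra4 (0.30) were higher in excitatory nuclei, each in 5 of 5 libraries. Gabrg1 (−1.33), Gabrg3 (−0.70), Gabrb2 (−0.41) and Gabrd (−0.31) were lower, each in 5 of 5 libraries. Under limma's fry, which tests each list on its own, all lists but the glucocorticoid list were under 0.05. The heat shock list, at a fry adjusted p of 0.0329, was not when any of replicates 1 to 4 was left out (0.0811 to 0.175), nor with nuclei matched in depth (0.675, in the other direction). The immediate early list was not when replicate 4 was left out (fry adjusted p = 0.0510). With an estimated correlation between genes camera gave no list under 0.05, at adjusted p of 0.524 to 0.824.

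**Figure D3:**
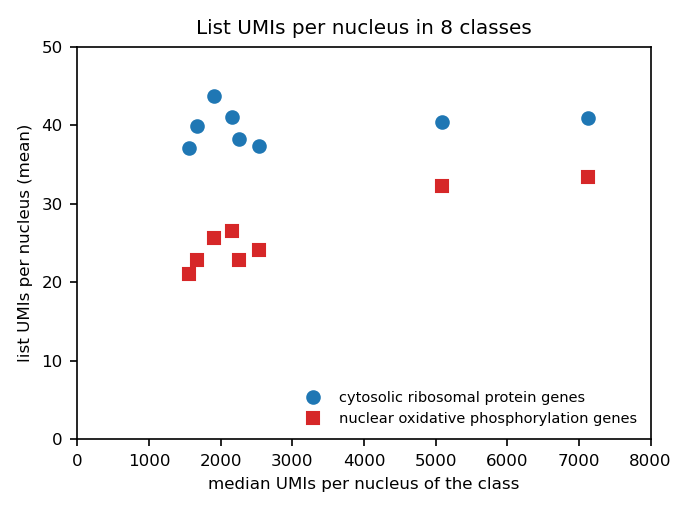
Mean UMIs per nucleus of the ribosomal protein list and the oxidative phosphorylation list (vertical axis) against the median UMIs per nucleus (horizontal axis) of 8 classes, pooled over the 5 libraries labelled knockdown control. Ribosomal UMIs per nucleus lie between 37.1 and 43.7 in classes whose median depth runs from 1554 to 7122.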

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

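The tests on the depth of the libraries with high immediate early gene levels, on libraries g4.3 and g4.4, on the vascular nuclei of replicate 1, on the depth of replicate 2 and on the Srd5a2 count in replicate 5 were chosen after the result was seen.

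Among the 5 libraries labelled knockdown control, 50 measures were searched for a library whose gap to its nearest neighbour exceeded 0.71 of the whole range. There were 5 such cases, where chance alone gives about 1 in 20 measures. The 2 numbers are not a like comparison: 3 of the measures were at 0 in all 5 libraries and could not pass, and for Srd5a2 in oligodendrocytes a single UMI makes the gap the whole range. No biological explanation was tested for these 5, since the libraries belong to 1 group.

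The library labelled knockdown control replicate 2 had 7541 nuclei, against 9111 to 9560 in the other 4. It also had the lowest median depth of the 5 libraries, 2269 UMIs per nucleus, which the others exceed with 2843 or more. Shallow sequencing may explain the low number, since every deposited nucleus has at least 750 genes, but fewer nuclei loaded were not tested and cannot be told apart from it, because the nuclei below the limit are not known here.

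The excitatory share of the library labelled knockdown control replicate 1 was 31.55%, against 39.1% to 41.9% in the other 4. A larger number of vascular nuclei was tested as the cause. Without vascular nuclei the share was 33.9%, still below the 43.1% to 47.0% of the other libraries. This removal could not have restored the share, because the vascular share of replicate 1, 7.06%, was not raised. It lay above those of replicates 2 (5.42%) and 4 (5.78%) and below those of replicates 3 (9.83%) and 5 (16.9%). That the vascular share was not raised itself argues against that explanation. The astrocyte share of replicate 1, 28.2%, was the highest of the 5. Astrocytes were not taken out in the same way, and how the tissue was dissected stays open.

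In oligodendrocytes, Srd5a2 was at 2.758 CPM in the library labelled knockdown control replicate 5 and at 0 in the other 4 libraries. The level rests on 1 UMI among 208 nuclei, and its 95% Poisson interval runs from 0.0698 to 15.4 CPM. Counting error was tested by the limit that a count of 0 allows in the other libraries, 2.34 to 3.55 CPM, which lay above the level in 2 of 4. These limits are 3 counts, and the answer depends on that choice: the upper ends of the exact 95% Poisson intervals of the same libraries, 2.87 to 4.37 CPM, all lie above the level. No value argues against counting error, which is sufficient for a single UMI, and at this count a real difference cannot be told apart from it.

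Microglial Srd5a3 was at 9.557 CPM in the library labelled knockdown control replicate 4, against 13.8 to 14.7 CPM in the other libraries. The level rests on 7 UMIs, and its 95% Poisson interval, 3.84 to 19.7 CPM, holds the mean of the other 4, 14.2 CPM, so counting error is sufficient to explain it.

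The mean log2 level of the GABA-A receptor list in excitatory nuclei was 6.268 in the library labelled knockdown control replicate 3, against 6.11 to 6.15 in the other 4. As to depth of the library, its excitatory UMI total had rank 2 of the 5, neither the highest nor the lowest. Libraries with higher and with lower totals were thus not raised, which argues against a steady change with depth. The rank of a single library cannot exclude depth in another form. What remains is open.

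Libraries without an assigned condition were compared with the range of the libraries labelled knockdown control. The mean log2 level of the immediate early genes in excitatory nuclei was 2.59 to 3.25 in the libraries labelled knockdown control. It was 3.924 in library g2.1, 4.015 in g2.2, 4.237 in g2.4, 3.995 in g4.1, 4.06 in g4.2 and 3.768 in g4.3. The other 6 unassigned libraries had 2.52 (g1.1), 2.99 (g1.2), 2.93 (g1.3), 2.35 (g1.4), 2.90 (g2.3) and 2.31 (g4.4). Depth of the library was tested: the median UMIs per nucleus of 6 of the 6 libraries lay inside the range of the libraries labelled knockdown control, which argues against depth. The stress and the genotype are biological differences that the design names. They stay open and untested, because the condition of these libraries could not be assigned, and the level was not used to assign it.

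A cluster of excitatory nuclei, cluster 15, made up 25.07% of library g4.3 and 33.2% of library g4.4, and at most 0.053% of any library labelled knockdown control. Cluster 25, unnamed although it carries astrocyte markers, made up 5.246% and 4.446% of the same libraries and at most 0.011% of any library labelled knockdown control. A library-wide difference rather than a cell type was tested with the ribosomal protein list, whose level lay below every library labelled knockdown control in both libraries in 6 of 6 classes (in excitatory nuclei 3.33 and 3.11, against 4.71 to 5.76). A library-wide difference is therefore a candidate explanation of both clusters. The share of astrocytes in these libraries was 1.60% and 0.672%. Nuclei left out by the naming do not explain it: with cluster 25 added the higher of the 2 shares was 6.84%, below the 13.8% of the lowest library labelled knockdown control. No biological explanation was tested.

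Cluster 20, named astrocyte, made up 13.41% of library g1.1 and at most 1.09% of any library labelled knockdown control. Doublets of astrocytes with immune cells were tested by depth: the nuclei of cluster 20 had 0.829 times the median UMIs of the library's other astrocytes, where doublets would have more, which argues against doublets. For free RNA of immune cells, Jchain, Cd74 and RT1-Da were examined, and all 3 lay above every library labelled knockdown control in 8 of 8 classes of library g1.1. Free RNA is therefore a candidate explanation. No biological explanation was tested.

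Cluster 29 made up 4.882% of library g2.3 and at most 0.013% of any library labelled knockdown control. Its leading genes include Gabra6, Fat2, Unc13c, Neurod1 and Cbln1. Cells of the cerebellar granule layer were tested with 7 listed genes, of which 2, Cbln3 and Etv1, had their highest level in cluster 29. Zic1 ranked 3, Zic2 5, Zic4 6, Pax6 6 and Car8 25 among the 33 clusters. The result did not reach the most of the 7 set beforehand, but other clusters can express these genes as well. The list therefore excludes nothing and does not decide the origin of the cluster. Cbln3 was at 6.19 CPM in cluster 29 against at most 0.145 CPM in any other cluster, and Etv1 at 1114 against 853 CPM. Library g2.3 held 94.7% of the nuclei of cluster 29.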

How the results depend on the processing

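The comparisons between classes and all their alternatives were chosen after the data had been examined, while the alternatives for the Srd5a2 level and the class shares were fixed before. An exception was the lower doublet score of 0.15 for the class shares, which was not fixed beforehand. The alternatives fixed for the comparisons between groups (among them covariates, surrogate variables, a minimum of 50 nuclei and the similarity of stress effects) were not run, because those comparisons were not made. The limits on genes and mitochondrial UMIs per nucleus removed 0 nuclei, so dropping them gave no other value. Causes of the changes given here were not tested except where stated.

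The Srd5a2 level in the libraries labelled knockdown control ran from 0.316 to 0.387 CPM with each replicate left out, and on another scale 0.174% of nuclei had a UMI. Its 8 to 22 UMIs per library are the limit on precision. Class shares changed most when each nucleus was assigned by marker score, with 26.1% excitatory, 7.95% OPC, 3.88% committed OPC, 7.69% microglia and 16.5% vascular nuclei. That assignment leaves no nucleus unnamed, but it also scores a class of striatal projection neurons. Nuclei scored into this class were left out of these shares and of the tests by marker score. Of 26 values of shares under these alternatives, 21 moved by less than the spread between replicates, as did all 45 with a replicate left out. These ran from 38.1% to 40.7% for excitatory, 18.5% to 22.1% for astrocyte and 7.02% to 9.88% for vascular nuclei.

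The library formed the replicate block of every comparison between classes. In the fit with no replicate block, 5447 genes were called between excitatory and inhibitory nuclei in place of 8363. The ribosomal list had 2 calls, the oxidative phosphorylation list 14, the heat shock list 4 and the glucocorticoid list 5, where the majority reversed. The camera adjusted p of the ribosomal list was 0.0901 without the block. Srd5a1 in inhibitory nuclei was then −0.59 (edgeR adjusted p = 0.0520). The fit without the block changed no other camera call of a list and no other edgeR call of Srd5a1 or Srd5a3. Under limma's fry without the block, the adjusted p was 0.0518 for the immediate early, 0.351 for the ribosomal, 0.175 for the oxidative phosphorylation and 0.351 for the heat shock list, so the GABA-A list (0.000853) alone was under 0.05.

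Depth of the nuclei moved the lists as well. Among nuclei of 2000 to 4000 UMIs, 5 immediate early, 4 glucocorticoid, 9 ribosomal, 19 oxidative phosphorylation and 3 heat shock genes were called, the last with a reversed majority, out of 3426 calls over all genes. The camera adjusted p of the heat shock list was then 0.930, in the other direction. This window left 2859 and 1265 nuclei and fewer genes tested. With nuclei matched in bins of UMIs, 6 glucocorticoid and 6 heat shock genes were called, both with a reversed majority, along with 3 ribosomal and 30 oxidative phosphorylation genes, and the camera adjusted p of the ribosomal list was 0.190. Equal numbers of nuclei, 789 per library and class, left 60 ribosomal and 71 oxidative phosphorylation calls, so fewer nuclei alone did not remove them.

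Of 78 counts of called list genes under these and the other alternatives, 65 lay within 1.5 times the original with the same majority. With each replicate left out the counts were 14 to 17 immediate early, 9 to 10 glucocorticoid, 59 to 61 ribosomal, 66 to 73 oxidative phosphorylation, 10 to 13 heat shock and 10 to 11 GABA-A genes. Of 60 set tests, 52 kept their direction and side of the threshold. An estimated correlation between genes gave adjusted p of 0.524 for the immediate early, ribosomal and oxidative phosphorylation lists. Under limma's fry the heat shock list had an adjusted p of 0.0329 and the GABA-A list 0.00369. The fry value of the heat shock list was 0.0249 to 0.175 with a replicate left out and under 0.05 only without replicate 5. It was 0.0508 with the lower doublet score, 0.0528 with equal nuclei, and 0.837 in the window of UMIs and 0.675 in the bins, both in the other direction. The immediate early list had 0.0510 without replicate 4 and at most 0.0445 without another replicate. The GABA-A list had 0.0756 in the window, where the glucocorticoid list had 0.0131.

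For Srd5a1, 49 of 56 values under the alternatives kept their call, and for Srd5a3 51 of 56. Srd5a1 in inhibitory nuclei was not called by DESeq2 (−0.61, adjusted p = 0.0528) or without replicate 1, 2, 3 or 4 (edgeR adjusted p of 0.0506 to 0.0900), with a range of −0.85 to −0.48 over the replicates left out. Its adjusted p under the alternatives that keep all 5 replicates ran from 0.00706 to 0.118. Srd5a1 in vascular nuclei was not called with library totals (−0.33, edgeR adjusted p = 0.347), by marker score (−0.37, 0.120) or without replicate 3 (−0.84, 0.0547), with a range of −1.19 to −0.82. Srd5a1 in microglia was called without replicate 5 (−1.32, edgeR adjusted p = 0.0338), with a range of −1.32 to −0.71. Srd5a3 in inhibitory nuclei and in OPC was not called by marker score (−0.42 and 0.52, edgeR adjusted p = 0.125 and 0.0659). Srd5a3 in astrocytes was called with library totals (0.70, edgeR adjusted p = 0.00481) and without replicate 4 (0.48, 0.0338), with a range of 0.19 to 0.48. With nuclei matched in bins of UMIs, edgeR's filter kept Srd5a1 and Srd5a3 in inhibitory nuclei and astrocytes alone, where Srd5a1 in inhibitory nuclei was not called (−0.53, edgeR adjusted p = 0.0876). Matched in bins with no filter on low counts, the calls of Srd5a1 in inhibitory (−0.48, edgeR adjusted p = 0.118) and vascular nuclei (−0.59, 0.475) and of Srd5a3 in oligodendrocytes (0.88, 0.0893) and microglia (0.65, 0.445) were lost. Srd5a1 in oligodendrocytes was called under every alternative that gave a value. Srd5a2, which edgeR's filter removes, was called with no filter in astrocytes (edgeR adjusted p = 0.0427) and vascular nuclei (0.0190), and at matched depth in neither (0.845 and 0.402), nor in inhibitory nuclei or oligodendrocytes (0.938 and 0.600).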

Other observations

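The tests in the window of 2000 to 4000 UMIs, those of how many called genes depend on the depth of the nuclei, those of Srd5a1 and Srd5a3 at matched depth and the restriction of the splits to those that part every pair were chosen after the result was seen, as were the comparisons between classes themselves.

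In the 12 libraries without an assigned condition, Srd5a2 over all nuclei was at 0.351 CPM in library g1.1, 0.399 in g1.2, 0.129 in g1.3, 0.319 in g1.4, 0.442 in g2.1, 0.232 in g2.2, 0.299 in g2.3, 0.350 in g2.4, 0.254 in g4.1, 0.189 in g4.2, 0.523 in g4.3 and 0.564 in g4.4. The range of the libraries labelled knockdown control, 0.197 to 0.478 CPM, held 8 of these values, with 2 above and 2 below. By the labels 8 of the 12 are wild type, so the level showed no lowering in the libraries labelled knockdown control. Whether the match of names, the depth or the knockdown itself is behind this was not tested.

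Ribosomal protein UMIs per nucleus were nearly equal in all 8 classes of the libraries labelled knockdown control, 37.1 to 43.7, while the median depth ran from 1554 UMIs in microglia to 7122 in excitatory nuclei. Oxidative phosphorylation UMIs per nucleus ran from 21.0 to 33.5. A constant amount per nucleus makes the CPM lower in deeper nuclei. Free RNA weighing less in deeper nuclei may produce such a pattern. In the window of 2000 to 4000 UMIs the median log2 difference between excitatory and inhibitory nuclei was −0.16 for the ribosomal list and −0.16 for the oxidative phosphorylation list, against −0.42 and −0.37 in all nuclei. Free RNA predicted 0 or above. With nuclei matched in bins of UMIs the medians were −0.05 and −0.10.

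For the ribosomal list the 2 ways of matching differ, since the camera adjusted p was 0.00535 in the window and 0.190 in the bins, where limma's fry gave 0.0356, so free RNA cannot be told apart from a real difference. For the oxidative phosphorylation list a difference was left under both, with camera adjusted p of 0.0129 and 0.0153, which argues against free RNA as the whole cause. As to the depth of the nuclei, 3 of 60 ribosomal calls were left by number in the matched bins, consistent with depth behind most of the ribosomal calls. For oxidative phosphorylation 30 of 74 were left by number, between the limits set for either answer, so the part of depth stays open. A biological difference between the classes stays open for both lists.

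Srd5a3 had a higher CPM in 4 shallow classes than in excitatory nuclei, and Srd5a1 in oligodendrocytes. Free RNA or depth of the nuclei may raise the CPM of a gene in shallow nuclei, and was tested with nuclei matched in bins of UMIs. The filter on low counts removed both genes from these fits, so the test was run without it. The log2 difference of Srd5a1 in oligodendrocytes was 2.93 and still called, which argues against free RNA and depth as its whole cause. The same holds for Srd5a3 in OPC (1.13) and, with less margin, in vascular nuclei (0.90, edgeR adjusted p = 0.0298). For Srd5a3 in oligodendrocytes (0.88) and microglia (0.65) the call was lost but the SE of 0.42 and 0.58 leaves the first values of 1.45 and 1.15 in reach, so free RNA or depth cannot be told apart from a real difference at these counts (43 UMIs against 24, and 25 against 14). A biological difference between the classes stays open.

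Chance was tested by regrouping the 10 sums behind each comparison between classes. Both sums of a pair come from 1 library, so the real split was compared with the 16 splits that part all 5 pairs. For each of the 6 lists 1 of 16, the real one, gave as many called genes, with 184 list genes called in it and 0 in the others. Of the 8 called differences of Srd5a1 and Srd5a3, 7 had 1 of 16 splits with a p-value as small, the real one, and Srd5a1 in inhibitory nuclei had 2 of 16. The smallest share that 16 splits can give is 0.0625, so chance could not be excluded by this test for any of them. The rest of the 126 possible splits leave at least 1 pair together, which the block then takes out of the comparison, and they were not used.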
